# Integrated omics study delineates the dynamics of lipid droplets in *Rhodococcus opacus* PD630

**DOI:** 10.1093/nar/gkt932

**Published:** 2013-10-21

**Authors:** Yong Chen, Yunfeng Ding, Li Yang, Jinhai Yu, Guiming Liu, Xumin Wang, Shuyan Zhang, Dan Yu, Lai Song, Hangxiao Zhang, Congyan Zhang, Linhe Huo, Chaoxing Huo, Yang Wang, Yalan Du, Huina Zhang, Peng Zhang, Huimin Na, Shimeng Xu, Yaxin Zhu, Zhensheng Xie, Tong He, Yue Zhang, Guoliang Wang, Zhonghua Fan, Fuquan Yang, Honglei Liu, Xiaowo Wang, Xuegong Zhang, Michael Q. Zhang, Yanda Li, Alexander Steinbüchel, Toyoshi Fujimoto, Simon Cichello, Jun Yu, Pingsheng Liu

## Abstract

*Rhodococcus opacus* strain PD630 (*R. opacus* PD630), is an oleaginous bacterium, and also is one of few prokaryotic organisms that contain lipid droplets (LDs). LD is an important organelle for lipid storage but also intercellular communication regarding energy metabolism, and yet is a poorly understood cellular organelle. To understand the dynamics of LD using a simple model organism, we conducted a series of comprehensive omics studies of *R. opacus* PD630 including complete genome, transcriptome and proteome analysis. The genome of *R. opacus* PD630 encodes 8947 genes that are significantly enriched in the lipid transport, synthesis and metabolic, indicating a super ability of carbon source biosynthesis and catabolism. The comparative transcriptome analysis from three culture conditions revealed the landscape of gene-altered expressions responsible for lipid accumulation. The LD proteomes further identified the proteins that mediate lipid synthesis, storage and other biological functions. Integrating these three omics uncovered 177 proteins that may be involved in lipid metabolism and LD dynamics. A LD structure-like protein LPD06283 was further verified to affect the LD morphology. Our omics studies provide not only a first integrated omics study of prokaryotic LD organelle, but also a systematic platform for facilitating further prokaryotic LD research and biofuel development.

## INTRODUCTION

Lipid droplets (LDs) are cellular organelles widely found in fungal, plant, animal and human cells (1–3). They are encapsulated by a phospholipid monolayer and are compositionally different from other membrane structures (4). They differ in that their primary role is lipid storage, but may also be pivotal in cellular communication with organelles such as the mitochondria to regulate energy metabolism and substrate utilization. LD is an important organelle related to human metabolic diseases and biofuel productions. For example, LD dysfunction is one of the main causes of metabolic disorders such as obesity, insulin resistance, type 2 diabetes, and cardiovascular diseases (5–9). In biofuel studies, triacylglycerol (TAG) in LD of green algae has been investigated and developed for high oil yields by using targeted metabolic engineering (10–12), making it a biological candidate for biofuel production.

Delineating the molecular mechanisms of LD dynamics is essential to understand its formation, functions, synthetic engineering and further biofuel applications. Since *perilipin*, the first protein of perilipin family (PLIN), was identified in 1991 (13), numerous proteins have been revealed to be related to LD functions and dynamics (3,14). LD may also be involved in multiple important cellular processes such as intermembrane lipid traffic (15), lipid storage (16), lipolysis (17), signaling, temporal protein storage (18) and protein degradation (19). LD is reported functionally interacted with many other organelles such as the mitochondria (20), endoplasmic reticulum (21,22), endosome (23) and peroxisome (24). Despite the functional importance of LDs, systematic understanding of the organelle’s biogenesis and dynamics remains elusive. In contrast to eukaryotes that have multiple organelles, LD is the only membranous organelle found in a number of bacterial strains that can be used as ideal model organisms for LD research. Among them, *Rhodococcus opacus* PD630 has the ability to accumulate large amounts of TAG in the LD (25).

The importance of *Rhodococcus opacus* strain PD630 (*R. opacus* PD630) as a model system is also exemplified by its powerful ability to convert carbon sources into lipids. Interestingly, the TAG storage in *R. opacus* PD630 accounts for up to 87% of the cellular dry weight (26), and thus has higher lipid storage capacity when compared with other oleaginous organisms (26,27). Early studies reported that *R. opacus* PD630 has 10 diacylglycerol acyltransferases (DGAT) that assimilate cellular fatty acids into TAG (13,28). Holder *et al*. reported a partial genome, and also performed a comparative genomic study with a lipid mass analysis (29), which identified 16 DGAT and 261 genes that are directly involved in 20 TAG cycle reactions. These previous studies suggest that TAG biosynthesis from carbon sources is a pronounced characteristic of *R. opacus* PD630. Therefore, to facilitate the application of *R. opacus* PD630 LD production for biofuel development, a complete genome of the organism and integrated analysis of its transcriptome, a proteome of its lipid synthesis, storage and metabolism are essential.

We performed multi-omic studies and present herein the complete genome sequence, a comparative transcriptome and a comparative LD proteome of *R. opacus* PD630. After integrating the collected data, a number of protein families involved in LD dynamics were identified including lipid synthesis, LD structure-like proteins, dynamin-like and SNARE-like proteins. A structure-like protein LPD06283 was verified by its LD location and its effect on LD size. Together, these omics are useful tools to investigate the mechanisms of LD dynamics that will enhance our understanding of the lipid storage of LD in biofuel development.

## MATERIALS AND METHODS

### DNA extraction and genome sequencing and assembly

Cells of *R. opacus* PD630 (30) were obtained from Dr Steinbüchel’s lab at the University of Münster. Cells were cultured aerobically in 100 ml of nutrient broth (NB) at 30°C to postlogarithmic phase, and then the DNA was extracted. The complete nucleotide sequence was obtained using a combination of paired-end/mate-pair Illumina sequencing, and 454 sequencing. The sequence gaps were completed by direct sequencing of polymerase chain reaction (PCR)-amplified fragments. For 454 pyrosequencing, genomic DNA was sheared up by nebulization into random fragments of 500–800 bp for the construction of a dispersed library, which was then clonally amplified and sequenced on a 454 Genome Sequencer. For Illumina sequencing, genomic DNA was processed to construct paired-end libraries with size spans of 300 bp, and also mate-pair libraries with size spans of 3 kb using an Illumina Genomic DNA Sample Prep kit.

The total number of 454 reads obtained was 861 751, giving a 36-fold coverage, while the total number of paired-end and mate-pair library reads was 40 110 584, giving a 445-fold coverage. We used two assembly programs and combined the primary contigs and paired-end data to build scaffolds in successive assemblies. Four hundred fifty-four sequences were assembled using the Roche GS assembler, Newbler (version 2.5), with default parameters. The primary contigs were then scaffolded with Illumina mate-pair reads using SSPACE-premium (version 2.1) (31). To close the gaps among scaffolds, read pairs that were uniquely mapped to the contig tails were extracted for manual assembly. Primers were designed for the remaining gaps and PCR walking was used to finish the whole genome. Illumina reads (300 bp) were mapped to this assembled whole genome sequence to identify potential single miss-called nucleotides using the Bowtie method (32).

### Genome analysis and annotation

Gene models were predicted independently using GLIMMER (33) and GeneMark (34). The predicted open reading frames (ORFs) were further evaluated and adjusted using RBSfinder (35). The translated sequences of the predicted protein-coding genes were searched against UniProt (36) and InterPro (37). The function of enzymes was assigned using EFICAz2 (38) and searched against the KEGG database (39). We used the COG classification scheme (40) to further classify gene functions. Two-tailed Fisher exact test was used to compare the distributions of COG categories between two species. For each COG category, a 2 × 2 contingency table was constructed by recording the numbers of genes included or not included. Putative tRNAs were identified using tRNAscan-SE (41) and TFAM 1.0 (42). rRNAs were detected by RNAMMER (43) and confirmed against known rRNAs using BLASTN. Transposons and repeat elements were identified using ISfinder (44) and searched against Repbase (45). Protein domains were predicted using the Pfam (46) and NCBI CDD (47) databases. Horizontally transferred genes (HTGs) were predicted using the WN method (48). For protein sequence analysis, multiple alignments were generated with CLUSTALX (49), and phylogenetic analysis was performed with MEGA4.0 (50). The operons of PD630 were predicted by using a statistic operon prediction method (51). All PD630 proteins were compared with the proteins of *R. opacus* B4 (*R. opacus* B4), *Rhodococcus jostii* RHA1 (*R. jostii* RHA1) (52) and an earlier reported partial genome of PD630 (29) that were downloaded from NCBI database (NCBI release data of March 2012), by using BLASTP (53) with a cutoff value of 1.0E-3.

### RNA extraction, sequencing and transcriptome analysis

RNA was extracted from *R. opacus* PD630 under the three culture conditions, NB, MSM3 and MSM24, by using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) following the standard protocol except that after isopropanol treatment of the sample was incubated at −20°C overnight. Further purification and DNase treatment was conducted with RNAprep pure cell/bacteria and RNAclean Kits (TIANGEN, Beijing, China) according to the manufacturer’s instructions. *Rhodococcus opacus* PD630 rRNA was depleted using a RiboMinus Eukaryote Kit (Invitrogen, Carlsbad, CA, USA). After RNA amplification, libraries were constructed for sequencing by using a SOLiD system (Applied Biosystems Inc.) according to the manufacturer's specifications.

RNA-Seq reads from each mRNA sample were mapped against our assembled genome by using Bowtie with the ‘best’ strata option (32). Totals of 39 922 375, 62 306 706 and 51 153 776 reads from the NB and MSM3 and MSM24 samples, respectively, were mapped with less than two mismatches. To analyze differential expression, fragments per kilobase of transcript per million mapped reads values (FPKM) were calculated using Cufflinks (54). The fold change between conditions 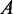 and 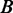 is calculated as 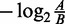.

### Quantitative real-time PCR

Total RNA from cultured *R. opacus* PD630 was isolated using Trizol Reagent (Invitrogen) and purified using TIANGEN RNAclean Kit (TIANGEN) according to the manufacturer’s instructions. For quantitative real-time PCR (qPCR) analysis, RNA was reverse transcribed using the M-MLV Resverse Transcriptase Kit (Promega) and further used in qPCR reactions containing SYBR green fluorescent dye (ABI). Relative expression of mRNA was determined after normalization with 16S levels using the DD-Ct method, comparing MSM3, MSM24 with NB, respectively. qPCR was performed using an ABI StepOne PLUS PCR machine.

### LD purification

LD was isolated according to the method described by Ding *et al.* (55). Forty milliliters of *R. opacus* PD630 cells were centrifuged in NB, and then transferred into 400 ml of mineral salt medium (MSM) and cultured for 24 h for TAG accumulation. MSM contains a high carbon source (10 g/l) but low nitrogen source (0.5 g/l), and primarily used to induce a stress state in the culture medium for TAG accumulation. Cells were collected by centrifugation at 5000*g* for 10 min and washed twice with 30 ml of phosphate buffered saline (PBS) each time. After incubating in 30 ml of buffer A (25 mM tricine, 250 mM sucrose, pH 7.8) on ice for 20 min, cells were homogenized by passing through a French Pressure Cell four times at 100 MPa, and 4°C. The cell homogenate was centrifuged in a 50-ml tube at 6000 *g* for 10 min to remove cell debris and unbroken cells. The postnuclear supernatant fraction (10 ml) overlaid with 2 ml of buffer B (20 mM HEPES, 100 mM KCl, 2 mM MgCl_2_, pH 7.4) was centrifuged at 38 000 rpm for 1 h at 4°C (Beckman SW40). The white band containing LDs at the top of the gradient was collected using a 200-μl pipette tip and transferred to a 1.5-ml Eppendorf tube. LDs were washed three times with 200 μl of Buffer B each time. One milliliter of chloroform:acetone (1:1, v/v) was added to each sample to dissolve lipids and precipitate LD proteins. The sample was mixed thoroughly by vortexing and then centrifuged at 20 000 *g* for 10 min (Eppendorf centrifuge 5417R). The pellet containing LD proteins was resolved with 50 μl of 2× sodium dodecyl sulphate (SDS) sample buffer and denatured at 95°C for 5 min. The sample was stored at −20°C until required.

### Mass spectrometry (MS) analysis

The bands of interest from the NB and MSM24 samples were cut from SDS-polyacrylamide gel electrophoresis (SDS-PAGE) gels. Samples were loaded onto a C18 trap column with an auto-sampler and then eluted onto a C18 column (100 mm × 100 μm) packed with Sunchrom packing material (SP-120-3-ODS-A, 3 μm) for nano-LC-ESI-LTQ MS/MS analysis. The linear trap quadrupole (LTQ) mass spectrometer was operated in data-dependent mode with the initial MS scan ranging from 400–2000 Da. All the MS/MS data were searched against our assembled and annotated genome sequence by the SEQUEST program (Thermo, USA). Bio-Works search parameters were set up as enzyme, trypsin, precursor ion mass tolerance, 2.0 Da; and fragment ion mass tolerance, 1.0 Da. The variable modification was set to oxidation of methionine (Met + 15.99 Da) and the fixed modification to carboxyamidomethylation of cysteine (Cys + 57.02 Da). Results were filtered with Xcorr (charge values) of Xcorr (+ 1) > 1.90, Xcorr (+ 2) > 2.50 and Xcorr (+ 3) > 3.75, where Xcorr is the cross-correlation score of a candidate peptide against a search database. The MS/MS data were then converted and deposited at PRIDE database (56).

### Construction of LPD06283 deletion mutant

A deletion mutant of structural protein LPD06283 was constructed by using homologous recombination. Colloidal Blue staining was used to verify the absence of the LPD06283 protein bands. Different phenotypes between the LPD06283 deletion mutant strain and the wild type were observed by EM. The upstream and downstream sequences of the target gene were cloned by PCR using primers a/b and c/d, respectively, and using the wild type *R. opacus* PD630 genome as a template, generating fragments AB and CD. Fragments AB and CD were ligated together, sequenced and then cloned into a pK18mobsacB plasmid. Plasmid pK18mobsacB was kindly provided by Ping Xu from Shanghai Jiao Tong University. The pK18mobsacB fusion plasmids were transformed into *R. opacus* PD630 by electronic transformation. Positive mutants were selected with a positive screen using a kanamycin cassette and a negative screen using a sacB cassette. Primers a and d were used to confirm that the final selected cells were positive mutants. Primers f and r were used for further PCR validation.

All primer sequences were as follows:

LPD06283-a: CGGAATTCTGAGGAGTTCACTGA TGGTGGCG

LPD06283-b: CGGGATCCTGCGTGTCGACCTCG TAGGATGGG

LPD06283-c: CGGGATCCCGGCTTTCTCCTGTTC AACGGTGG

LPD06283-d: CGAAGCTTAAGAAGATCGAGCTG CAGGTGGGG

LPD06283-f: CAGGATCCACTGACCAGAAGACC ATCGACAGCGT

LPD06283-r: CAGGATCCAGCCTTCTTGGCCGGA GCAGCCTT

### Thin layer chromatography and western blotting

For thin layer chromatography (TLC), neutral lipids were extracted twice from purified LD and bacterial samples using chloroform:acetone (1:1, v/v) and chloroform: methanol:medium (1:1:1, v/v/v), respectively. The organic phases were collected and air dried with nitrogen gas of a high purity. Total lipids were dissolved in 100 µl of chloroform for TLC analysis by using Whatman Purasil^TM^ 60FÅ silica gel plates (Merck, Germany). Neutral lipids were developed using the solvent system hexane:diethyl ether:acetic acid (80:20:1, v/v/v) and phospholipids in chloroform:methanol:acetic acid:H_2_O (75:13:9:3, v/v/v/v). TLC plates were visualized using iodine vapor.

For western blotting, proteins were separated by SDS-PAGE and transferred to a polyvinyl difluoride (PVDF) membrane, followed by blotting with the antibodies indicated and detection using an ECL system. We selected 20 LD proteins based on the proteome analysis for antibody production. Two rabbits were immunized with two synthetic peptides per protein.

### Transmission electron microscopy and confocal microscopy

Bacterial cells were examined by transmission electron microscopy (TEM), including positive staining and ultrathin sectioning methods. For positive staining, cells were loaded onto carbon-coated copper grids and subsequently stained using 2% (w/v) phosphotungstic acid for 2 min. The grid was then washed with deionized water thrice before viewing using a FEI Tecnai 20 (FEI Co., Netherlands) electron microscope. For ultrathin sectioning, cells were prefixed in 2.5% (w/v) glutaraldehyde in PBS (pH 7.4) overnight at 4°C and postfixed in 2% (w/v) potassium permanganate for 5 min at room temperature. The sample was then dehydrated in ascending concentrations of ethanol at room temperature and embedded in Spurr’s resin. Sections with a thickness of 70 nm were cut with a Leica EM UC6 Ultramicrotome (Leica Germany), then stained with 2% (w/v) uranyl acetate for 15 min and lead citrate for 5 min at room temperature before visualization.

For confocal microscopy, PD630 cells were washed twice with PBS and then mounted onto coverslips pretreated with collagen prepared from rat tail. Samples were dried for 30 min before washing with 1 ml of PBS, and then incubated for 30 min in a 1:500 solution of LipidTOX Red in darkness at room temperature. Samples were mounted onto glass slides with Mowiol mounting media and analyzed by confocal microscopy (Olympus FV1000).

### Data access

Genome assemblies, together with predicted gene models and annotation, were deposited at GenBank under the project accession number PRJNA178618. The accession numbers of chromosome and plasmids are CP003949 (chromosome), CP003950 (plasmid-1), CP003951 (plasmid-2), CP003952 (plasmid-3), CP003953 (plasmid-4), CP003954 (plasmid-5), CP003955 (plasmid-6), CP003956 (plasmid-7), CP003957 (plasmid-8), CP003958 (plasmid-9). The expression data sets used in this study are available at the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/), under accession number GSE42381.

## RESULTS

### *Rhodococcus opacus* PD630 genome exhibits a super ability of biosynthesis and catabolism

We used a combined dispersed strategy incorporating data generated using Roche/454 and Illumina sequencing technologies, and assembled the genome and associated plasmids of *R. opacus* PD630. The complete genome consists of a circular chromosome of 8 376 954 bp in length and nine plasmids, which in combined total are 9 169 032 bp (Supplementary Table S1). The genome encodes 8947 protein-coding genes, 51 tRNA and 12 rRNAs genes (Supplementary Tables S2 and S3). The mean size of predicted ORFs is 928 bp, with 80.28% of the ORF between 201 and 1500 bp in length (Figure 1A). Further, a few insertion sequences were predicted using the ISfinder (44) (Supplementary Table S4), but only occupy 0.38% of the genome. A large number of genes (i.e. 2563) are duplicated (Figure 1B). *Rhodococcus opacus* PD630 has a high genomic G + C (guanine–cytosine content) content (67.47%), with 176 genes having either a much higher or lower G + C contents than the genome on average (Figure 1C). Protein functions were manually assigned based on Interpro (37), UniProt searches (36) and COG functional classification system (40). Among the 22 COG subclasses, lipid transport and metabolism were the largest category, occupying 850 genes.

**Figure 1.**
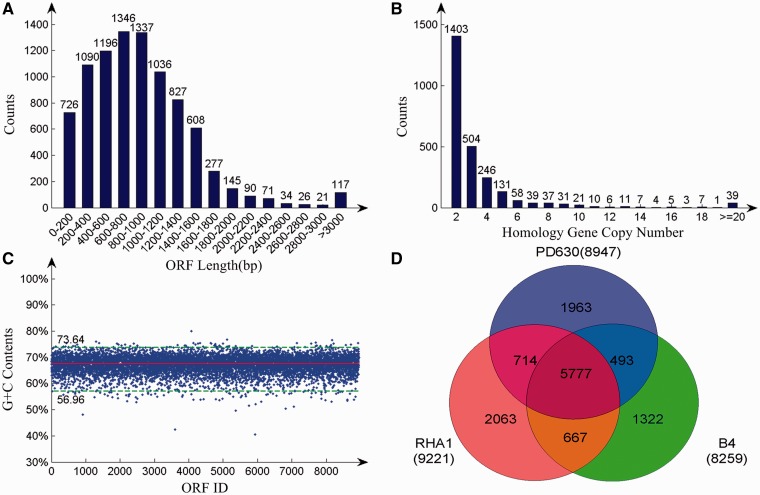
Basic statistic information of *R. opacus* PD630 genome. (**A**) Length distribution of predicted *R. opacus* PD630 ORFs. The average length of all genes is 928 bp, with most genes ranging from 200 to 1600 bp. The number of genes in each category is noted above each bar. (**B**) Distribution of the copy numbers of homologous genes among all 8947 genes. Homologous genes were detected using BLASTP with an e-value cutoff of 1.0E-20 and identity of 50%. The number of genes in each category is noted above each bar. (**C**) The average C + G content of all genes was 67.47% (solid red line). One percent of the genes fell outside the upper and lower green-dotted lines and had markedly higher or lower G + C contents. (**D**) Venn diagram comparing the whole genomes of *R. opacus* PD630, *R. jostii* RHA1 and *R. opacus* B4. All proteins in *R. opacus* PD630 were compared with those in *R. jostii* RHA1 and *R. opacus* B4 using BLASTP with an e-value cutoff of 1.0E-20 and an identity of 50%.

The genomes of two other species in the *Rhodococcus* genus, namely *R. opacus* B4 (*R. opacus* B4) and *R. jostii* RHA1 (*R. jostii* RHA1) (52) have also been sequenced. Although they are closely related to *R. opacus* PD630 (Figure 1D), comparative analyses reveals that *R. opacus* PD630 may have superior lipid metabolism. For example, *R. opacus* PD630 has 850 COG categories E genes (amino acid transport and metabolism), 556 of the P genes (inorganic ion transport and metabolism) and 580 of the G genes (carbohydrate transport and metabolism), which is significantly more than *R. jostii* RHA1, which has 595, 329 and 434 genes, respectively, and *R. opacus* B4, which has 575, 328 and 412 genes, respectively, in the above mentioned categories (all *P* < 1E-04, two-tailed Fisher exact test, Supplementary Table S5). Enzymes were annotated to metabolic reactions using EFICAz2 (38) and the KEGG database (39). In summation, 3200 enzymes are predicted for 2727 metabolic reactions that are markedly more than predicted reactions of *R. jostii* RHA1, *R. opacus* B4 (39) and earlier reported 2017 metabolic reactions of PD630 partial genome (29).

As *R. opacus* PD630 is able to grow on a variety of substrates, and environments (26,29,57), we searched for HTGs that might confer selective evolutionary advantages in different environments. A total of 532 genes (Supplementary Table S2) were predicted as HTG by using the WN method (48). Of the 612 genes implicated in energy production and conversion, and the 711 genes involved in lipid transport and metabolism, 73 and 77, respectively, were predicted to be HTG, providing significant evolutionary contributions to lipid synthesis and lipid metabolism in *R. opacus* PD630 (*P*-values: 2.26E-07 and 3.05E-06, two-tailed Fisher exact test).

### Global gene expressions under lipid accumulation

To confirm that *R. opacus* PD630 cells include LDs and also display their dynamics in different cultures, cells were first cultured in NB, and subsequently transferred to a MSM for 3 h (MSM3) and 24 h (MSM24), respectively. Since MSM is a low nitrogen/carbon ratio medium that is used as a stressful culture for TAG accumulation (27,28,58), the systematically comparative analysis of differential gene expressions under NB and MSM cultures will be helpful to reveal how proteins and biological pathways respond to TAG accumulation and LD dynamics. Firstly, LipidTOX staining showed that the *R. opacus* PD630 cells grown in MSM cultures contain much larger LDs than those grown in NB culture (Supplementary Figure S1A). This observation is in agreement with results from the TLC that TAG is accumulated to a greater amount in MSM24 than NB, but DAG is much accumulated in lesser quantities (Supplementary Figure S1B). Further, we imaged cells by TEM to better visualize phenotypic differences in LDs. Interestingly, LDs derived from the MSM24 treatment were much larger in diameter than those cultured in NB (Figure 2A). Moreover, *R. opacus* PD630 contains many electron-transparent structures that occupy most of the inner area of the cell, with the TAG content increasing from the NB to MSM24 culture (Supplementary Figure S2). These measurements confirm that *R. opacus* PD630 contains LDs and accumulate large amounts of TAG under MSM culture conditions.

**Figure 2.**
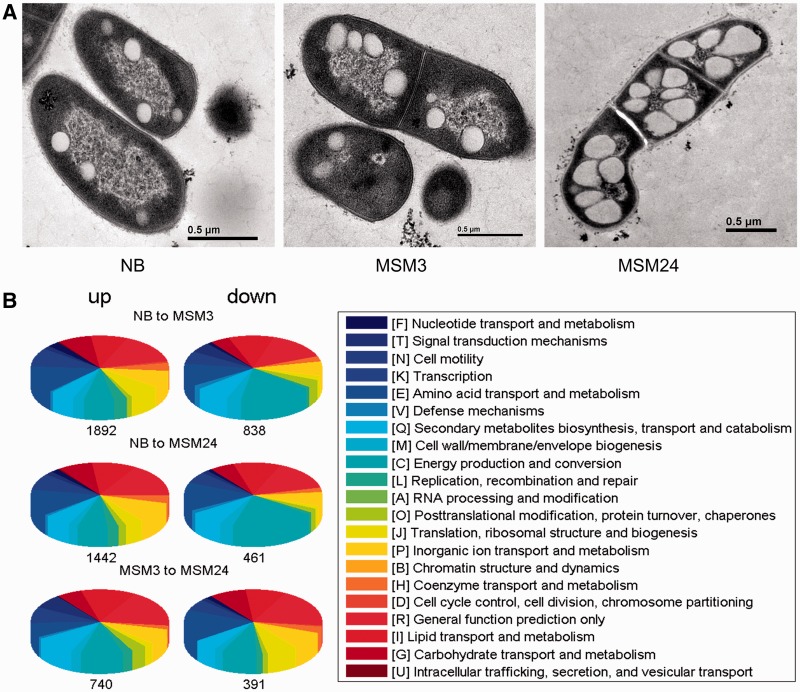
Whole-genome differential expression analysis. (**A**) EM images (ultra-thin sections) of *R. opacus* PD630-WT cultured in MSM for 3 h (MSM3), or 24 h (MSM24), or grown in NB for 48 h (NB). Bar = 0.5 μm. (**B**) Relative abundance of different categories of differentially expressed genes in *R. opacus* PD630 are shown under the three culture conditions. Pie charts on the left represent upregulated genes, while those on the right represent downregulated genes. The total number of genes accounted is given below each pie chart. Colors correspond to categories in the COG database.

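Transcript levels were measured by RNA-Seq in 3 cultures of R. opacus PD630, an oil-storing soil actinobacterium, with 1 library per culture and no replicates. NB was the culture before transfer, grown for 48 h in a medium that the paper calls NB and the sample labels call LB. MSM3 and MSM24 were cells 3 h and 24 h after transfer to mineral salt medium, which is poor in nitrogen and drives TAG storage. The authors depleted rRNA with a kit made for eukaryotes, sequenced on the SOLiD system, mapped the reads to their own genome assembly with Bowtie and computed FPKM for each predicted gene with Cufflinks. The deposited values are FPKM for 8947 genes in each library, with an upper and a lower bound. The reads behind each FPKM, recovered from the width of its interval, came to 1062950 in genes for NB, 3516510 for MSM3 and 2326400 for MSM24, or 2.66%, 5.64% and 4.55% of the mapped reads that the paper states. They were whole to within 0.01 read for 93.5% to 95% of the genes above 0. The FPKM are scaled to all mapped reads, so a smaller share of reads in genes, as in NB, gives lower FPKM. Fold changes are the difference of log2(FPKM + 0.01) between 2 libraries, which is the scale of the paper's own fold changes, and a value of 2 is a 4-fold ratio. Intervals of a log2 fold change are exact (Clopper-Pearson, 95%) intervals on the recovered reads. They cover counting error only and compare libraries, not cultures.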

To investigate the proteins that are related to dynamics of *R. opacus* PD630 under different culture conditions, we sequenced and compared whole-genome transcriptomes of these three cultures NB, MSM3 and MSM24. The quality of our transcriptomes was confirmed by measuring expressions of 13 randomly selected genes by using qPCR. 

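Of the 13 genes taken for qPCR, 6 were higher in MSM3 than in NB, 6 were lower and 1 was listed at 0 in every library. Every one of the 12 genes with a value had deposited intervals apart in this pair, with an absolute log2 fold change above 2. LPD02638 had 18.4 FPKM in NB, 469 in MSM3 and 58.2 in MSM24, a log2 fold change from NB to MSM3 of 4.67 (interval 4.57 to 4.78). LPD07778 had 15.3, 371 and 52.8 FPKM in the same order. LPD05411 and its neighbour LPD05410 had log2 fold changes of 4.90 and 4.19 to MSM3, LPD02774 of 4.29 and LPD05356 of 4.15. In the other direction, LPD04190 had 1071 FPKM in NB against 24.7 in MSM3, a log2 fold change of -5.44 (interval -6.67 to -4.43), and the adjoining LPD04189 one of -5.94. LPD02936 had a log2 fold change of -5.38 to MSM3 and -5.73 to MSM24, and LPD06334 of -2.46 and -5.82. LPD02250 and LPD07707 had log2 fold changes of -3.34 and -3.37 to MSM3. LPD05955 was listed at 0 in all 3 libraries, so no ratio is given for it. The paper counts it among the genes of similar trend, and the deposited values show no trend for it. The qPCR values themselves were not analysed here.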

Among the 13 genes, 9 genes (LPD05955, LPD07778, LPD02638, LPD05411, LPD04190, LPD04189, LPD05410, LPD02774, LPD06334) presented similar trends in NB to MSM3 and MSM24, and only four genes (LPD02936, LPD05356, LPD02250, LPD07707) had little ratio differences (Supplementary Figure S3 and Supplementary Table S6 for detailed expression values). The qPCR result confirmed the transcriptomic data is reliable. We then performed a systematic analysis of the genome-wide expression dynamics under three cultures NB, MSM3 and MSM24. 

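Of the 8947 genes, 6688 had an FPKM above 0 in all 3 libraries, 7757 in at least 1 library, and 1190 were listed at 0 in every library. The genes at 0 were unevenly placed on the genome. On the chromosome 332 of 7992 genes were at 0 throughout (4.15%), and on the plasmids 858 of 955 (89.8%). Chromosomal genes at 0 were short, with a median coding length of 219 bp against 894 bp for chromosomal genes above 0 in all 3 libraries. At the other end, the highest FPKM of each library belonged to a short gene. LPD06324, of 138 bp, led NB at 5932 FPKM, LPD06156, of 168 bp, led MSM3 at 11876, and LPD01475, of 120 bp, led MSM24 at 5842. These are ranks by deposited FPKM, which for such short genes is high for the reads behind it. In MSM24 LPD01475 had 1416 recovered reads over 120 bp, and LPD00131 had 15242 over 1236 bp at 288 FPKM. LPD00798, annotated from its UniProt match as a cold shock protein, was among the 5 highest genes of every library, at 2675 FPKM in NB, 11343 in MSM3 and 3918 in MSM24. A gene was counted here at any FPKM above 0, since the paper's text names no minimum. With a minimum of 1 FPKM, 3243 genes passed in all 3 libraries and 3626 passed in none.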

Most genes were either expressed under all three conditions (6759 genes) or under at least one condition (7770 genes), but there were 1177 genes that were not expressed under any of these conditions. 

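After 24 h in MSM, 59.3% of the 8947 genes had a higher FPKM than in NB and 25.2% a lower one. A log2 fold change of at least 2 was found for 1493 genes and of at most -2 for 697. The names of genes given here are UniProt matches, often to other species, in the first 1831 of the 8947 rows of Table S2. Among named genes with at least 10 FPKM in the higher library, the largest increase was that of LPD00131, a stearoyl-CoA 9-desaturase by its match, an enzyme that puts a double bond into fatty acyl chains. It had 4.12 FPKM in NB and 288 in MSM24, a log2 fold change from NB to MSM24 of 6.13 (interval 5.91 to 6.36). A sulfate transporter, LPD01596, had a log2 fold change of 4.71, and the phosphate-binding protein PstS, LPD01372, one of 4.41. The PhoU homologue LPD01376, which belongs to the same phosphate uptake system, had 4.20. The 6 largest decreases by the same rule include those of 2 catalase genes. The catalase LPD00753 went from 17.5 FPKM to 0.139 (log2 fold change -6.88, interval -8.11 to -6.05), and the catalase-peroxidase LPD01797 from 75.0 to 12.6 (-2.57); LPD01797 overlaps LPD01796 and may share reads with it. The ferric uptake regulator LPD00752, just upstream of LPD00753, had a log2 fold change of -3.72. Of the 9 genes in those rows named for oxidative or universal stress, both catalases included, 6 were higher in MSM24 than in NB and 3 lower, with a median of 0.69 (95% order-statistic interval -2.70 to 1.41). When every library was scaled to the same total over genes, 44.1% of genes were higher in MSM24 and 40.5% lower.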

When cells were changed from NB to MSM condition, a drastic response to environmental change was observed even after 24 h. We observed a marked response 3 h after cells were transferred from NB to MSM; with 56.99% of the genes upregulated and 30.32% downregulated, and 21.15% being upregulated >2-fold and 9.36% being downregulated >2-fold (Supplementary Figure S4). 

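In the deposited values, 53.9% of genes were higher in MSM3 than in NB and 31% lower. A log2 fold change of at least 2 was found for 2087 genes (23.3%) and of at most -2 for 995 (11.1%). The phosphate-binding protein LPD01372 had the largest increase among named genes with at least 10 FPKM in the higher library, from 0.547 to 31.7 FPKM, a log2 fold change of 5.83 (interval 5.23 to 6.57). LPD00537, matched to an inner membrane metabolite transporter, had a log2 fold change of 5.80, and LPD00535, a gluconate 5-dehydrogenase of the same neighbourhood, one of 4.67. In MSM24 LPD00537 was still above NB, with a log2 fold change of 1.85, and the deposited intervals of LPD00535 in NB and MSM24 overlapped, with a log2 fold change of 0.52 as deposited and -0.23 at equal gene totals. Both genes overlap LPD00536 and may share reads with it. The pair LPD00054 and LPD00055, both matched to glutamate synthase, which forms glutamate, had log2 fold changes of 4.42 and 4.08 to MSM3. To MSM24 they had 0.95 and 0.76 as deposited, and 0.20 and 0.0051 at equal gene totals, where the interval of LPD00055 held 0. These 2 genes overlap each other and may share reads. The 6 largest decreases by the same rule include those of LPD01340, a putative protein methyltransferase (-5.20, interval -6.04 to -4.50), and of LPD01115, matched to a hydrogenase maturation protein, with 3 reads in MSM3 (-4.92, interval -7.26 to -3.32). They also include LPD01080, matched to a hydrogenase small subunit (-3.18). The sensor kinase LPD01791 was lower at 3 h (-3.70) and higher at 24 h (1.22) than in NB. Setting all 3 libraries to the same total over genes moved the NB to MSM3 log2 fold changes of genes well above the pseudocount by close to -1.11 and gave 38.5% of genes higher and 46.5% lower. The paper states from its own shares of genes in each direction that the response at 3 h was marked.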

The functional enrichment analysis was performed for differentially expressed genes (≥2-fold change; Figure 2B, Supplementary Table S7). Genes in category J (translation, ribosomal structure and biogenesis) were significantly upregulated (*P*-value: 5.05E-20, two-tailed Fisher exact test), while genes in category K (transcription), G (carbohydrate transport and metabolism) and C (energy production and conversion) were downregulated (*P*-values of 6.0E-07, 8.08E-06 and 4.56E-05, respectively, two-tailed Fisher exact test). 

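The COG category of each gene was read from the first 1831 of the 8947 rows of Table S2, so the counts here describe that part of the chromosome and no enrichment was tested. Over all of those genes, 479 had a log2 fold change from NB to MSM3 of at least 2 and 149 of at most -2. In category J, 32 genes were listed, of which 11 had a log2 fold change of at least 2 and 3 of at most -2, with a median of 1.48 (95% order-statistic interval -0.19 to 2.16). Its members include the lysyl-tRNA synthetase LPD00872, with 4.00 FPKM in NB and 71.0 in MSM3. In the other direction, the putative protein methyltransferase LPD01340 had 21.5 and 0.576 FPKM, a log2 fold change of -5.20. Category K held 182 genes, of which 51 reached 2 and 7 reached -2. LPD00592, an aminotransferase by its match, had a log2 fold change of 3.39 in that category, and the sigma factor LPD00172 one of -2.17. In category G, 34 of 127 genes reached 2 and 3 reached -2. Category C had 23 genes at 2 or above and 14 at -2 or below among 113, with the citrate synthase LPD01514 at a log2 fold change of 3.93 and LPD00953, matched to an NADH-ubiquinone oxidoreductase, at -2.93. With equal gene totals, 821 of all these genes were higher and 930 lower, against 1194 and 557 as deposited. In category C, 44 genes were then higher and 68 lower, against 68 and 44. In category K the split was 93 higher and 87 lower against 139 and 41, in G 71 and 51 against 94 and 28, and in J 17 and 14 against 21 and 10.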

The increased expression of ribosomal proteins is consistent with the number of genes (56.99%) upregulated in the MSM3 treatment. 

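No gene in the first 1831 of the 8947 rows of Table S2 is named there as a protein of the ribosome, so ribosomal proteins were not analysed here as a group. Of the genes of translation in those rows, the 3 named seryl-, lysyl- and cysteinyl-tRNA synthetase, which charge tRNAs with amino acids, were all higher in MSM3 than in NB, with a median log2 fold change of 3.52. The lysyl-tRNA synthetase LPD00872 had a log2 fold change of 4.15 (interval 3.95 to 4.36) and the cysteinyl-tRNA synthetase LPD00907 one of 3.52 (interval 3.31 to 3.74). In MSM24 both were lower than in MSM3, with log2 fold changes between the MSM libraries of -2.04 and -1.06.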

The large upregulated protein proportions and their functional enriched groups exhibited a dynamical landscape of proteins and pathways responsible for lipid synthesis and storage in PD630.

### Enzymes involved in TAG biosynthesis and metabolism

The accumulation of TAG in *R. opacus* PD630 is a dynamic balance between lipid synthesis and degradation. Here we systematically analyzed the potential proteins involved in the TAG biosynthesis and metabolic pathway. The pathway consists of 22 reactions, involving 457 candidate enzymes (Supplementary Table S8). These reactions are further classified into five stages: initially fatty acid biosynthesis, TAG biosynthesis, TAG storage, TAG degradation and fatty acid degradation (Figure 3A and C). In these enzyme families, the largest one is 123 3-oxoacyl-(acyl-carrier-protein) reductase (EC:1.1.1.100), exhibiting a marked preference for acyl-carrier-protein derivatives over CoA derivatives as substrates. Hundred acyl-CoA dehydrogenase (EC:1.3.3.6/EC:1.3.99.3/EC:1.3.99.13) performed different specificities for long, medium and short chains. Other large gene families include 16 diacyglycerol O-acyltransferase (DGATs, EC:2.3.1.20), 45 lipase/esterase (EC:3.1.1.3), 40 long-chain fatty acid CoA ligase (EC:6.1.2.3) and 53 enoyl-CoA hydratase (EC:4.2.1.17). Among these reactions, many enzymes were highly expressed or differentially expressed by >2-fold change (Figure 3B), indicating that a broad spectrum of fatty acids were differentially synthesized and catabolized in *R. opacus* PD630 when cultures changed.

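In the first 1831 of the 8947 rows of Table S2, 99 genes carry an EC number of the 6 enzyme families that the text names. Of these, 6 had at least 10 FPKM in some library and 40 had an absolute log2 fold change of at least 2 between some pair of libraries. At that threshold, 19 of the 99 genes were higher in MSM3 than in NB and 4 lower, against 479 and 149 of all 1831 genes. From NB to MSM3, 72 of the 99 genes were higher and 25 lower, and the deposited intervals were apart for 31 of the former and 9 of the latter. The 3-oxoacyl-(acyl-carrier-protein) reductases, which act in fatty acid elongation, counted 32, with 5 at a log2 fold change of 2 or above and 1 at -2 or below. Among 30 acyl-CoA dehydrogenases, which open fatty acid degradation, the counts were 8 and 1, and among 13 enoyl-CoA hydratases 2 and 1. With equal gene totals, 47 of the 99 genes were higher and 50 lower. No enrichment was tested on this part of the table.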

**Figure 3.**
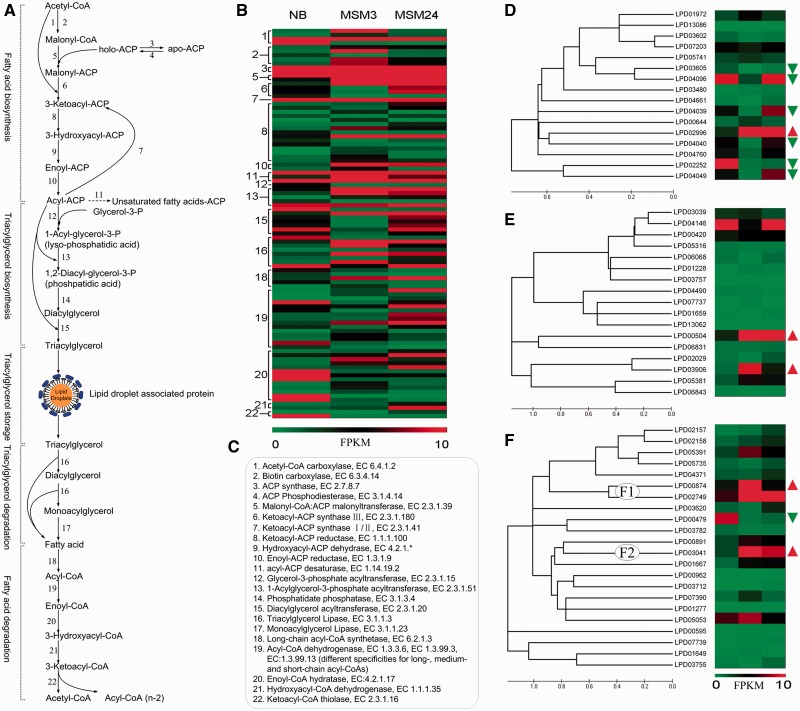
Expression and phylogenetic analysis of gene families involved in TAG biosynthesis and degradation. (**A**) TAG biosynthesis, storage and degradation pathways are divided into five biochemical stages and 22 reactions. (**B**) Heatmap of highly expressed (≥10 FPKM) or dramatically differentially expressed enzymes (≥2-fold change) in each reaction. (**C**) EC numbers of enzymes involved in (A). (**D**) Phylogenetic tree and heatmap of 16 predicted TAG synthases. (**E**) Phylogenetic tree and heatmap of 17 predicted TAG lipases. (**F**) Phylogenetic tree and heatmap of 22 predicted esterases. Genes whose expression increased from NB to MSM3 (≥2-fold change) are marked by red triangles, and those which decreased (≤2-fold change) are marked by green triangles in D, E and F. Two examples of gene clusters that have similar sequences and expression patterns are noted as F1 and F2.

Earlier studies revealed that *R. opacus* PD630 can synthesize many neutral lipids, but the precise enzymes involved for different lipids have rarely been reported (13,28–30). Thus, identifying key lipid enzymes and suppressing glycogen synthesis appears important to ensure maximal TAG yields. In our study, 16 DGATs were predicted as possessing lipid synthases activity and these could be further divided into several subclusters using phylogenetic analysis (Figure 3D). The expression of genes in each subcluster was similar under three conditions, indicating that those genes of subclusters may be involved in different lipid synthesis. In particular, the gene LPD02996 was significantly upregulated >2-fold change in MSM3 compared with NB culture. 

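LPD02996 lies on the chromosome of the authors' assembly from 3194911 to 3196335 on the plus strand. It had 3.16 FPKM in NB, 12.8 in MSM3 and 12.0 in MSM24, from 154, 976 and 753 recovered reads. The log2 fold change was 2.02 from NB to MSM3 (interval 1.78 to 2.28) and 1.93 from NB to MSM24 (interval 1.68 to 2.19). At equal gene totals it was 0.91 to MSM3 and 1.18 to MSM24, with both intervals above 0 and below 2. The 2 MSM libraries had overlapping deposited intervals. The gene overlaps its neighbour LPD02995, with which it may share reads.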

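The TAG synthase gene LPD01972 had 1.93 FPKM in NB and 5.43 in MSM3, a log2 fold change of 1.48 (interval 1.15 to 1.84), and 1.67 FPKM in MSM24. LPD00644, whose UniProt match is a diacylglycerol O-acyltransferase, had 0.627, 2.06 and 1.19 FPKM, with a log2 fold change to MSM3 of 1.70 (interval 1.15 to 2.33) from 30 reads in NB and 154 in MSM3. At equal gene totals the log2 fold changes to MSM3 were 0.38 (interval 0.04 to 0.73) for LPD01972 and 0.60 (interval 0.04 to 1.22) for LPD00644.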

Three genes, LPD01972, LPD05741 and LPD00644, were also slightly upregulated with fold change of 1.39, 0.41 and 1.34, respectively. Since TAG accumulates to high levels in MSM cultures, the increased expression of these four genes suggests that they may be involved in TAG synthesis. LPD05741, also named *artf2*, had been verified to be involved in TAG biosynthesis and accumulation in PD630 (59). 

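LPD05741, on the minus strand of the chromosome from 5914813 to 5916183, had 2.04 FPKM in NB, 2.21 in MSM3 and 1.24 in MSM24. Its log2 fold change from NB to MSM3 was 0.12, with an interval of -0.26 to 0.50, from 95 and 161 reads, so no difference was detectable as deposited. At equal gene totals it was -0.99 and centred on the median -0.75, both below that interval. From NB to MSM24 the log2 fold change was -0.71 (interval -1.18 to -0.26).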

The elevation of LPD05741 is consistent with this study. Furthermore, the significant upregulation of LPD02996 also suggests it may be another potential protein related to TAG biosynthesis. Six genes LPD03605, LPD04096, LPD04039, LPD04040, LPD02252 and LPD04049 were significantly downregulated >2-fold change, indicating that these six genes may be involved in other lipid synthesis, or TAG degradation but blocked in MSM culture to potentiate greater TAG yield. 

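All 6 of these TAG synthase genes were lower in MSM3 than in NB, with deposited intervals apart. The log2 fold change was -3.66 for LPD02252 (interval -4.04 to -3.33), -3.55 for LPD04040, -3.37 for LPD04039, -2.98 for LPD04049, -2.76 for LPD03605 and -1.85 for LPD04096 (interval -2.12 to -1.60). At 24 h they parted. LPD02252, with 12.3 FPKM in NB and 0.961 in MSM3, was still at 1.23 in MSM24. LPD03605 also stayed lower, with 1.82 FPKM in NB and 0.717 in MSM24 (log2 fold change -1.33, interval -1.84 to -0.72). LPD04039 had 3.68, 0.347 and 7.14 FPKM in the 3 libraries, LPD04049 3.31, 0.411 and 6.57, and both were above their NB level in MSM24 as deposited. At equal gene totals their log2 fold changes from NB to MSM24 were 0.20 (interval -0.06 to 0.48) and 0.24 (interval -0.03 to 0.51), so the increase was then not detectable. LPD04040 and LPD04096 had log2 fold changes from NB to MSM24 of 0.06 and 0.12 as deposited, with overlapping intervals, and of -0.69 and -0.63 at equal gene totals. LPD04039 and LPD04040 overlap each other and may share reads, as may LPD03605 and LPD03606, which also overlap. Over the 10 TAG synthases named in the text, which the study picked from these libraries, the median log2 fold change to MSM3 was -2.30, at percentile 0.07 of 10000 random lists matched on expression.

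**Figure D1:**
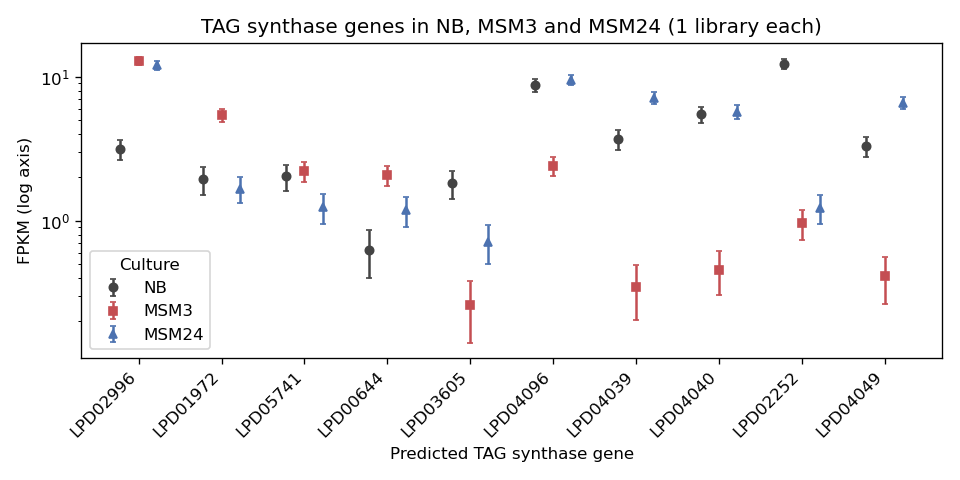
FPKM of the 10 TAG synthase genes named in the text (log axis) in NB, MSM3 and MSM24, 1 library each; points are deposited FPKM and bars their deposited bounds, which cover counting error only. LPD04039 stands at 0.347 FPKM in MSM3, below 3.68 in NB and 7.14 in MSM24.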

A total of 45 genes coding for putative lipase/esterase proteins (17 lipases, 22 esterases and 6 others) were predicted to be involved in neutral lipid degradation. Of the 17 lipases, the expression of LPD00504 and LPD03906 were significantly elevated in MSM3 compared with NB (≥2 fold change), while LPD03039, LPD00420 and LPD05381 were slightly increased with fold change of 0.2, 0.44 and 1.84, respectively. 

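LPD00504, on the chromosome from 504049 to 504900 and matched to the lipase LipC, had 3.78 FPKM in NB, 16.7 in MSM3 and 20.4 in MSM24, a log2 fold change to MSM3 of 2.14 (interval 1.84 to 2.47); it overlaps LPD00505, with which it may share reads. LPD03906 had a log2 fold change of 3.12 (interval 2.61 to 3.70), from 1.03 to 9.04 FPKM. At equal gene totals the log2 fold changes to MSM3 were 1.03 for LPD00504 and 2.01 for LPD03906. LPD03039 had 2.99 FPKM in NB and 1.81 in MSM3, a log2 fold change of -0.72 (interval -1.10 to -0.35). LPD00420 had 3.83 and 2.53 FPKM, a log2 fold change of -0.59 (interval -0.93 to -0.26). LPD05381 was near the limit of detection, with 12 reads in NB and 4 in MSM3 and a log2 fold change of -2.13 (interval -4.32 to -0.50), and its deposited FPKM intervals overlapped.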

A gene LPD04146 was decreased with a fold change of 1.68 in MSM3 compared with NB (Figure 3E). 

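LPD04146 had 15.7 FPKM in NB, 4.59 in MSM3 and 23.8 in MSM24. The log2 fold change was -1.77 from NB to MSM3 (interval -1.98 to -1.57). From NB to MSM24 it was 0.60 (interval 0.46 to 0.74) as deposited and -0.15 with equal gene totals. The median log2 fold change to MSM3 of the 6 lipases named in the text, a list the study picked from these libraries, was -0.66, at percentile 8.16 of matched random lists.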

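Of the 9 esterase genes named in the text, LPD03041 had the largest increase from NB to MSM3, from 2.12 to 14.1 FPKM (log2 fold change 2.72, interval 2.33 to 3.16). LPD00874 had a log2 fold change of 1.95 (interval 1.69 to 2.23). At equal gene totals LPD03041 had 1.62 and LPD00874 had 0.84. The log2 fold changes of LPD07390, LPD01667 and LPD02749 were 1.71, 1.69 and 1.32, each with deposited intervals apart, although at equal gene totals the intervals of LPD01667 and LPD02749 held 0 (0.59 and 0.21); LPD07390 overlaps LPD07389 and may share reads with it. LPD00891 had 2.81 FPKM in NB and 5.69 in MSM3, a log2 fold change of 1.02 as deposited and -0.09 with equal gene totals. LPD05391 had 1.23 and 0.452 FPKM, a log2 fold change of -1.42 (interval -2.05 to -0.84). LPD05053 had 6.85 and 3.12 FPKM, a log2 fold change of -1.13 (interval -1.51 to -0.76). These 9 esterases, picked by the study from these libraries, had a median of 1.32, at percentile 74.9 of matched random lists, and one of 0.21 at equal gene totals.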

Of the 22 esterases, LPD00874 and LPD03041 were dramatically upregulated (≥2-fold change), while LPD05391 LPD02749, LPD00891, LPD01667, LPD07390 and LPD05053 were slightly upregulated with fold change of 1.58, 1.24, 1.46, 1.86, 1.55 and 0.31, respectively. 

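LPD00479, an esterase by its UniProt match, lies on the chromosome from 478453 to 479490. It had 8.87 FPKM in NB, 0.711 in MSM3 and 1.26 in MSM24, with a log2 fold change of -3.62 to MSM3 (interval -4.18 to -3.15) and -2.80 to MSM24 (interval -3.26 to -2.39).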

Gene LPD00479 was significantly downregulated in MSM3 compared with NB culture (≤2-fold change, Figure 3F). These proteins can be classified into some subclusters with similar expression patterns in each cluster by phylogenetic analysis. For example, LPD00874 and LPD02749 are both increased in MSM3 and then decreased in MSM24 (Figure 3F-F1). 

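LPD00874 had 4.68 FPKM in NB, 18.1 in MSM3 and 4.96 in MSM24, and its deposited intervals in NB and MSM24 overlapped. Its log2 fold change from NB to MSM24 was 0.08 as deposited and -0.67 at equal gene totals. LPD02749 had 6.86, 17.1 and 14.8 FPKM. From MSM3 to MSM24 the log2 fold change was -1.87 (interval -2.11 to -1.64) for LPD00874 and -0.21 (interval -0.37 to -0.05) for LPD02749, whose deposited intervals in MSM3 and MSM24 overlapped. At equal gene totals it was -1.51 for LPD00874 and 0.15 for LPD02749.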

A similar tendency is also observed among LPD00891, LPD03041 and LPD01667 (Figure 3F-F2). These results presented a precise prediction that those differentially expressed lipases/esterases may be involved in TAG synthesis and degradation.

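From MSM3 to MSM24, LPD03041 had a log2 fold change of -0.54 (interval -0.75 to -0.34), with 9.66 FPKM at 24 h, or -0.18 at equal gene totals (interval -0.39 to 0.02). LPD00891 had 5.77 FPKM in MSM24, a log2 fold change of 0.02 (interval -0.30 to 0.33). LPD01667 had 3.20 FPKM in MSM3 and 4.17 in MSM24, a log2 fold change of 0.38. Its counting interval, 0.0046 to 0.76, lay above 0, while its deposited FPKM intervals overlapped. For LPD00891 no difference between the MSM libraries was detectable as deposited, and at equal gene totals the log2 fold change was 0.38, above its interval.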

### Identifying proteins associated to prokaryotic LD

To better understand prokaryotic LD proteins, we isolated LDs (please see ‘Materials and Methods’ section) (Supplementary Figure S5A) and performed proteomic and lipid analyses. Initially, we determined the quality of isolated LDs. TEM imaging of isolated LDs using positive staining displayed few contaminants present from other membranes (Supplementary Figure S5B). The size distribution of LDs is bell shaped, and between 131 and 3168 nm as determined using a Delsa Nano C particle analyzer (Supplementary Figure S5C). Total lipids from isolated LDs and from the total cell membrane were separated by TLC (Supplementary Figure S5D). Results indicated that the main lipid present was TAG (band 2 in Supplementary Figure S5E), and that the total membrane fraction was enriched in phosphatidylethanolamine (band 5 in Supplementary Figure S5F) and also an unknown lipid (band 4 in Supplementary Figure S5F). The protein composition of LDs was distinctly different from that of the total membrane, cytosol and whole-cell lysates (Figure 4A), further verifying the high quality of the isolated LDs.

**Figure 4.**
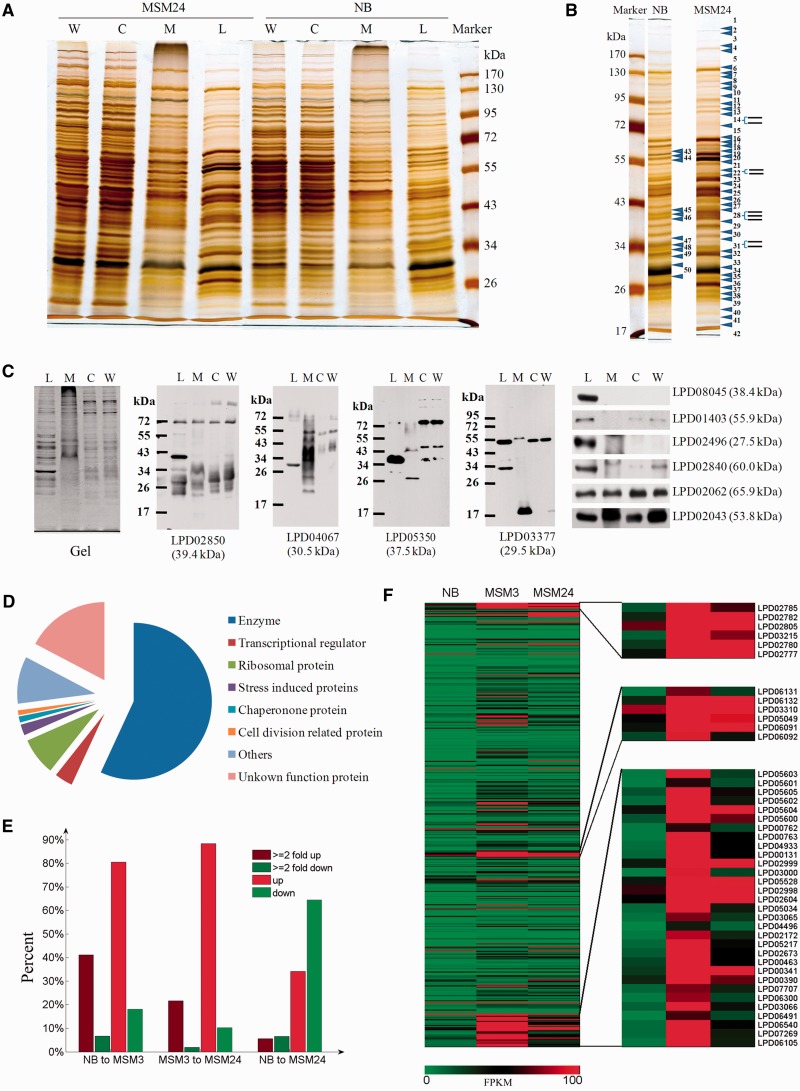
Functional and expressional analysis of LD proteins. (**A**) *Rhodococcus opacus* PD630 proteins from whole-cell lysates (W), cytosol (C), membranes (M) and purified LDs (L) were separated by 10% SDS-PAGE, followed by silver staining. (**B**) LC-MS band analysis of LD-associated proteins. Arrows indicate the positions at which the gel was sliced. Forty-two bands (1–42) from the MSM24 sample, and eight bands (43–50) from the NB sample corresponding to the major bands in the MSM24 sample were analyzed. (**C**) Western blotting of LD-associated proteins. The same amount of protein from LDs, membranes, the cytosol and whole-cell lysates were separated by 10% SDS-PAGE and blotted with the antibodies indicated. Western blotting using anti-LPD02850, anti-LPD04067, anti-LPD05350, anti-LPD03377, anti-LPD08045, anti-LPD01403, anti-LPD02496, anti-LPD02840, anti-LPD02062 and anti-LPD02043. (**D**) 430 LD-associated proteins were identified in MSM24 and categorized into nine groups based on searches of our *R. opacus* PD630 genome, and the Pfam and NCBI databases. (**E**) Histogram showing the percentage of LD-associated genes with dramatic expression changes in the three conditions. (**F**) Heatmap showing the expression of all 430 genes. ATP synthase (up), RNA polymerases, translation initiation factors and elongation factors (middle) and ribosome proteins (down) are enlarged to the right of the heatmap.

We then conducted comparative proteomic studies on LDs isolated under different culture conditions, and focused our attention to identify proteins that are related to LD functions and dynamics. LD proteins from bacteria cultured in MSM24 were initially separated by SDS-PAGE. The gel was cut into 42 slices, with 430 proteins identified using proteomic analysis (Figure 4B). Proteins with a high abundance according to the peptide number in the MS data were chosen and respective antibodies produced. Further, Western blotting was performed to verify the association of these proteins with LDs and determine their cellular distribution (Figure 4C). The proteins LPD02850, LPD04067, LPD05350, LPD03377, LPD08045 and LPD02496 were mainly present in the LD fraction, whereas proteins LPD01403 and LPD02840 were present in both the LD and cytosol fractions. Proteins LPD02062 and LPD02043 were ubiquitous distributed within the whole cell.

The 430 proteins identified in LDs were categorized into nine groups, including 231 enzymes, 6 transport proteins, 25 transcription and translation proteins, 31 ribosome proteins, 5 chaperone protein, 8 stress-induced proteins, 5 cell division–related proteins and 110 other unknown functional proteins (Figure 4D and Supplementary Table S9). The 231 enzymes were mainly involved in lipid synthesis and degradation, including 40 transferases, 8 ligases, 37 dehydrogenases, 32 reductases and 29 synthases, which summed up >63% of these enzymes. To further confirm these results, two independent proteomic analyses of PD630 LD proteins under MSM24 condition were performed. Two hundred thirty-eight of these 430 proteins were also identified at least once (Supplementary Table S10). The major LD protein bands that showed marked differences between the NB and MSM24 samples (Figure 4B, bands 43 to 50. Supplementary Table S11 for corresponding bands in two samples) were then subjected to proteomic analysis. Most abundant proteins in these bands were similar in these two samples, but increased markedly in the MSM24 samples compared with NB. Interestingly, we found that 31 ribosomal proteins were all increased by >2-fold change (Supplementary Table S9). Furthermore, six ATP enzymes (Figure 4F, LPD02785, LPD02782, LPD02805, LPD03215, LPD02780 and LPD02777), two RNA polymerases, two translation initiation factors, two elongation factors and 15 transcriptional regulators were also found to be differentially expressed. 

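All 6 genes that the text calls ATP enzymes were higher in MSM3 than in NB, with deposited intervals apart. LPD03215 had 24.4 FPKM in NB, 903 in MSM3 and 96.5 in MSM24, a log2 fold change to MSM3 of 5.21 (interval 4.97 to 5.46). LPD02777, LPD02780, LPD02782 and LPD02785 stand close together on the chromosome, from 2993041 to 2997197, with LPD02805 further on, and had log2 fold changes of 3.92, 3.47, 3.69, 3.53 and 3.76. Each of the 6 genes is short, with coding lengths from 306 bp to 570 bp. The median log2 fold change of the list was 3.73 to MSM3 (95% order-statistic interval 3.47 to 5.21), at percentile 99.8 of matched random lists, and 1.81 to MSM24. The paper lists these genes among LD proteins found by mass spectrometry and calls them differentially expressed, so the percentile is not independent evidence. The random lists were drawn without regard to position, while most of these genes stand close together. The order-statistic interval is the full range of the 6 genes. Their product names are not in the deposited values or the held part of Table S2, so what they encode was not established here. LPD02777, LPD02780, LPD02782 and LPD02785 each overlap a neighbouring gene and may share reads with it.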

There were 13 of the 15 transcriptional regulators upregulated in MSM3 compared with NB. Since these expressions of these factors were highly correlated, they may construct as a complete transcription/translation system in LD surface. For summary, the abundant proteins detected in PD630 LD revealed that prokaryotic LD are involved in not only the lipid synthesis and catabolism, but also multiple other important cellular functions.

### Proteins involved in LD dynamics

Integrating transcriptomic and proteomic data is a useful method to reveal the proteins involved in LD dynamics. Transcriptome analysis specifically for LD proteome showed that >50% of 430 proteins were dramatically differentially expressed under the varying NB, MSM3 and MSM24 conditions. Totally, 177 of the 430 genes were significantly upregulated, while 30 genes were downregulated (≥2-fold change or ≤2-fold change) from NB to MSM3 (Figure 4E), suggesting that these proteins play important functions related to LDs when culture conditions changed. Specifically, 99 proteins of the 231 enzymes were increased, suggesting that the lipid synthesis processes are much accelerated. We also identified four dynamin (LPD02043, LPD02044, LPD02062 and LPD02063) and three SNARE-like proteins (LPD02118, LPD02119 and LPD03976) that may be involved in LD dynamics (Supplementary Table S12). Each of the dynamin proteins contains a Dynamin_N domain (PF00350) (also named DLP_2 in NCBI CDD database) (Supplementary Figure S6A). Further, operon LPD02062 and LPD02063 were highly expressed but operon LPD02043 and LPD02044 showed almost no expressions. 

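LPD02062 had 30.8 FPKM in NB, 28.1 in MSM3 and 62.1 in MSM24, and the adjoining LPD02063 had 10.0, 8.24 and 21.0. Both genes were higher in MSM24 than in NB, with log2 fold changes of 1.01 (interval 0.94 to 1.09) and 1.07 (interval 0.92 to 1.22). From NB to MSM3 the log2 fold changes were -0.13 and -0.28. At equal gene totals they were -1.24 (interval -1.32 to -1.16) and -1.39 (interval -1.56 to -1.23). LPD02043 was listed at 0 in NB and MSM3 and at 0.0153 FPKM in MSM24, and LPD02044 was listed at 0 in NB and MSM24 and at 0.0108 FPKM in MSM3, each of these values resting on less than 1 recovered read. A count of 0 allows up to 3 reads, for counting error only. In each pair the 2 genes overlap and may share reads. The median log2 fold change of the 4 genes was -0.07 to MSM3 and 1.04 to MSM24, at percentiles 12.8 and 88.5 of matched random lists, and rests in part on the pair at or near 0. At equal gene totals the log2 fold changes from NB to MSM24 were 0.26 for LPD02062 and 0.32 for LPD02063, with intervals above 0, and the median of the 4 genes was 0.29.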

The three SNARE-like proteins each contain a SNARE_assoc domain (PF09335) (also named PRK10847 in NCBI CDD database) (Supplementary Figure S6B). Moreover, LPD03976, LPD02118 and LPD02119 were expressed under all three conditions and were observed to have a 1.5-fold change from NB to MSM3 culture. 

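LPD02118 and LPD02119, neighbours on the minus strand of the chromosome, had 5.67 and 7.99 FPKM in NB, 24.7 and 37.9 in MSM3, and 20.5 and 19.8 in MSM24. Their log2 fold changes to MSM3 were 2.12 (interval 1.82 to 2.43) and 2.24 (interval 2.01 to 2.49), or 1.01 and 1.13 at equal gene totals. LPD03976, elsewhere on the chromosome, had 2.29, 6.86 and 9.42 FPKM, a log2 fold change of 1.58 (interval 1.11 to 2.09), or 0.47 at equal gene totals, where its interval reached 0. LPD02118 overlaps LPD02117 and may share reads with it. The median of the 3 genes stood at percentile 81.7 of matched random lists.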

Since dynamin and SNARE-like proteins play important roles in LD budding and fusion processes in eukaryotes (60,61), their presence in *R. opacus* PD630 suggests that these proteins may also mediate the LD dynamics in prokaryotic organisms, thus indicating their evolutionary origins. So far, these integrated omics studies systematically revealed multiple factors that are related to prokaryotic LD dynamics, especially the lipid synthesis, storage and LD morphology.

### A structure-like protein affects the morphology of prokaryotic LDs

Among all the proposed proteins that may be involved in LD dynamics, we further determined the protein LPD06283 as a structure-like protein. We observed that it was involved in LD dynamics. 

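The gene LPD06283 lies on the minus strand of the chromosome from 6495582 to 6496412, with a coding length of 831 bp. It had 4.54 FPKM in NB, 21.1 in MSM3 and 6.90 in MSM24, from 114, 827 and 222 recovered reads. The log2 fold change from NB to MSM3 was 2.21 (interval 1.93 to 2.51). At equal gene totals it was 1.11 (interval 0.82 to 1.40). From NB to MSM24 it was 0.60 (interval 0.27 to 0.94) as deposited and -0.15 with equal gene totals.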

The expression of LPD06283 was markedly increased from NB (FPKM 3.77) to MSM3 (FPKM 18.15), achieving a 2.27-fold change. It was revealed as the major protein band (Figure 5A). A fragment of LPD06283 (from 26 to 127 bp) was predicted to be an apolipoprotein domain (PF01442, Figure 5B) by using Pfam databases (46). The average posterior probability that means the degree of confidence in each individual aligned residue is arranged from 65 to 75%, showing a high confidence of this prediction. We deleted it by homologous recombination to investigate its function (Supplementary Figure S7A and B). Compared with the wild type, LDs in the LPD06283 deletion mutant were dramatically larger; however, their numbers were reduced (Figure 5C, Supplementary Figure S8, S9). LPD06283 is sequence similar with the earlier reported proteins Ro02104 in RHA1 (62) and TadA in PD630 (63). These results are consistent with early studies demonstrating that LDs are easily fused in the absence of structural proteins, and also consistent with early studies in eukaryotic cells (62,64-66).

**Figure 5.**
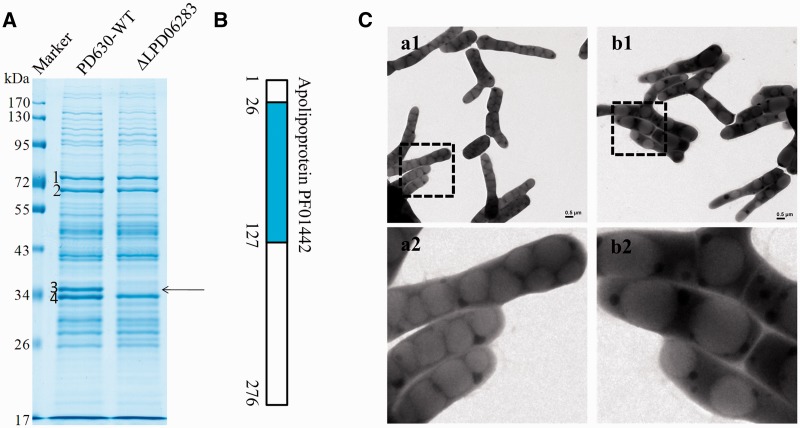
Deletion of LPD06283 results in supersized LDs. (**A**) Gel electrophoresis of LD proteins from *R. opacus* PD630-WT and the LPD06283 deletion mutant stained by colloidal blue. Band 3, the main band, disappeared in the LPD06283 deletion mutant. (**B**) Location of the predicted domain in LPD06283, Apolipoprotein (PF01442). (**C**) a1-a2, EM images of *R. opacus* PD630-WT cultured in MSM for 24 h after growing in NB for 48 h using positive staining methods; b1-b2, EM images of the LPD06283 deletion mutant under the same conditions as *R. opacus* PD630-WT. The lower panels give amplified pictures. Bar = 2 μm.

### DISCUSSION

LD is an important organelle in both prokaryote and eukaryote organisms, but little is known regarding its function, dynamics and evolution. *R. opacus* PD630 is a useful model for the investigation of LD, since the LD is the only intracellular membranous organelle. We have comprehensively presented the *R. opacus* PD630 genome, transcriptome and LD proteome, and have systematically investigated the key proteins potentially involved in LD dynamics and functions. Integrating these oimcs data revealed significantly differential expression of 177 LD proteins and further depicted a dynamical landscape of prokaryotic LD in TAG accumulating cultures. These results not only confirmed several early studies of LD proteins, but also indicated many novel candidate proteins for optimizing TAG synthesis and storage.

Comparative proteomics detected an abundance of proteins on the PD630 LD surface, including enzymes, transport protein, cell division related proteins, transcription/translation protein, ribosome proteins and many other unknown proteins. These diverse proteins indicate that prokaryotic LDs, as the first intracellular membrane system, are involved in lipid metabolism and other important cellular functions. Furthermore, this diversity of LD proteins was also observed in earlier reported proteomics from multiple species, such as green algae (67), yeast (68), *Drosophila* (69), *Caenorhabditis elegans* (70), mice (71), indicating a functional evolutionary path from prokaryotes to mammals. For example, many ribosomal proteins were found in the LDs of PD630, yeast, *C. elegans* and Drosophila embryos but absent in the LDs of mice. The number of enzymes presented in LDs is decreased from PD630 to mice. The wide range of functions carried out by prokaryotic LDs and the specialization of mammalian LDs suggest that functional specialization, accompanied by the distribution of other biochemical processes among other organelles, and it is a trend that continues during LD evolution from prokaryotes to eukaryotes.

In both prokaryotic and eukaryotic cells, LDs have the same topological structure that lipids are encapsulated by phospholipid monolayer. From a topological view, LD should be evolutionarily constructed by cells themselves, and rather different from organelles such as the mitochondria and chloroplast that may be original via fusion of prokaryotic cells (72,73). An early model of LD ontogeny in strain PD630 had been proposed that LDs originate in the internal side of the cytoplasmic membrane, where DGAT enzymes are localized (58). However, this model presents difficulty to explain how TAGs are synthesized and topologically encapsulated into LDs in the cytoplasm, as TAGs are not soluble in water. Our discovery of dynamin-like proteins in LDs may suggested that the initialized lipid synthesis may be accelerated at the cell membrane bilayer and disengaged from cell membrane via catalysis of dynamin-like proteins; however, further experiments need to be performed to validate this hypothesis. We believe the complete *R. opacus* PD630 genome, transcriptome and LD proteome presented here provides a starting point not only for unravelling mechanisms of LD dynamics but also for investigating the organelle and eukaryotic evolution.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

Ministry of Science and Technology of China [2009CB919000, 2011CBA00906, 2012CB316500, 2012DFG32160]; National Natural Science Foundation of China [30971431, 31000365, 61273228, 31100068, 91019016]. Funding for open access charge: Ministry of Science and Technology of China.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Integrated omics study delineates the dynamics of lipid droplets in Rhodococcus opacus PD630
**Source:** Nucleic Acids Res. 2013 Oct 21;42(2):1052–64. doi: 10.1093/nar/gkt932
**Supplement:** Supplementary Data

Integrated omics study delineates the dynamics of lipid droplets in Rhodococcus opacus PD630 — Integrated omics study delineates the dynamics of lipid droplets in Rhodococcus opacus PD630 — Supplementary Data 

# Integrated omics study delineates the dynamics of lipid droplets in *Rhodococcus opacus* PD630

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - xls file

How the deposited data were processed for this re-analysis (not part of the article)

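RNA from 3 cultures of R. opacus PD630 was measured, with 1 library each: NB before transfer, and MSM3 and MSM24 after 3 h and 24 h in mineral salt medium. The authors depleted rRNA, sequenced on the SOLiD system, mapped the reads with Bowtie (version 0.12.8 in the submitters' notes) to their own assembly and computed the deposited FPKM with Cufflinks (version 2.0.2) for 8947 predicted genes, each with a lower and an upper bound. Cuffdiff is also named in the notes, with no role given. Gene models hold coding lengths, and positions are those of the authors' assembly.

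From the deposited FPKM, log2 fold changes were computed as log2(FPKM + 0.01) differences, after the paper's formula. The 0.01 gives the fold changes printed in Table S2 from its own FPKM. A gene counted as changed at an absolute log2 fold change of at least 2, which is a linear ratio of 4. Genes were called apart where the deposited intervals of 2 libraries did not overlap. The reads behind an FPKM were recovered as the square of 2 FPKM over the distance to the upper bound, and were whole to within 0.01 read for 93.5%, 95% and 94.9% of genes above 0 in NB, MSM3 and MSM24. The median gene had 30, 54 and 49 reads. The sum of FPKM times length put 4.47%, 9.66% and 7.53% of each library in genes. The recovered reads put 2.66%, 5.64% and 4.55% of the mapped reads there. The sum overstates the share, since the FPKM of short genes is high for the reads behind it. Clopper-Pearson intervals at 95% were taken on the recovered reads. No significance test was run and no p-value is given.

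Lists of genes named in the text were described by their median log2 fold change and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins with seed 7. The TAG synthase, lipase and esterase lists hold genes that the paper names for their expression in these libraries, and it gives the ATP enzymes as differentially expressed LD proteins, so these lists are not independent evidence. COG categories, EC numbers and product names come from the first 1831 of 8947 rows of Table S2, and names there are UniProt matches, often to other species. On that part only counts and medians were taken, with no set test. The COG categories and the 6 EC families were chosen to match the text after values had been seen, and an earlier, wider list of EC numbers was replaced by those 6. Counts were also made for 22 lists by product name, of which only the tRNA synthetases and the genes of oxidative and universal stress are described. The FPKM of that table and of the deposited files were within 1% of each other for 4.48%, 2.73% and 2.95% of its genes in NB, MSM3 and MSM24. Over the 485 of them with at least 50 reads in NB and MSM3, the fold changes of the table and of the files had a Pearson correlation across genes of 0.96, and 29 had opposite signs.

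Single genes are given by a rule written before the deposited files were opened. It takes every gene the text names, the 6 largest increases and decreases of each pair of libraries among named genes with at least 10 FPKM in the higher library and intervals apart, the 5 highest genes of each library, and up to 4 members of each list described. Values of the genes in the held part of Table S2 had been seen in that table before the rule was written, and which lists to describe was settled after values were seen. Genes that overlap another may share reads with it and are uncertain.

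The intervals were tested on simulated reads for the 8947 genes, with changes planted from NB to MSM3. The exact interval held the true ratio for 97.5% of genes. The reads were Poisson draws, for which such an interval is built to hold at least 95%. Among genes with at least 20 reads, the interval excluded 0 for 87.5% of 16 genes planted at a fold of 0.5 and 95.5% of 22 at a fold of 2. It did so for 3.94% of 4013 unchanged genes. The percentile of a list was tested on the deposited log2 fold changes shuffled over genes, which removes any link to expression or position. Lists of 10 genes shifted by a log2 of 2 passed the upper percentile limit in 75% of 20 draws, and unshifted lists in 5%. Alternatives covered the pseudocount, the scaling of libraries, filters on FPKM and length, the threshold and the use of the intervals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The qPCR, proteome and blot data were not analysed here.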

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

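The opposite directions below were not tested as a difference between the time points, since each culture has 1 library. LPD04039 and LPD04049, genes of TAG synthases, were lower in MSM3 than in NB, with log2 fold changes of -3.37 and -2.98, and higher in MSM24, with 0.95 and 0.99. The lipase gene LPD04146 had -1.77 and 0.60 in the same order, and LPD01403 had -0.71 and 0.35. The dynamin-like genes LPD02062 and LPD02063 had -0.13 and -0.28 at 3 h, and 1.01 and 1.07 at 24 h. Among the genes named in the text, these 6 drew attention because their deposited intervals were apart from NB in opposite directions at 3 h and 24 h. With equal gene totals, LPD04146 and LPD01403 were lower than NB at 24 h as well (-0.15 and -0.40), so their opposite directions hold only for the deposited scaling. The increases of LPD04039 and LPD04049 at 24 h were then 0.20 and 0.24, with intervals that hold 0, and those of LPD02062 and LPD02063 0.26 and 0.32, with intervals above 0. At 3 h LPD02062 and LPD02063 then had -1.24 and -1.39, so the size of their decrease depends on the scaling. Genes that the text does not name share the trait, such as LPD01791 with -3.70 and 1.22 and LPD00953 with -2.93 and 1.70.

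Among named genes that the text does not discuss, with at least 10 FPKM in the higher library, the largest increase from NB to MSM3 was that of LPD01372, matched to the phosphate-binding protein PstS, with a log2 fold change of 5.83. The largest from NB to MSM24 was that of LPD00131, matched to stearoyl-CoA 9-desaturase, with 6.13. Names cover only the first 1831 of 8947 rows of Table S2. No explanation of these increases was tested.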

How the results depend on the processing

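The alternatives were set before the data were examined, apart from the restriction to chromosomal genes and the recovered reads over mapped reads, which were chosen after seeing the data. Unless a construction is named, the cause was not tested.

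The scaling of the libraries moved the shares of genes in each direction most, except that centring from MSM3 to MSM24 moved them less than some filters. With equal gene totals they were 38.5% higher and 46.5% lower from NB to MSM3, 44.1% higher and 40.5% lower from NB to MSM24, 50.8% higher and 35% lower from MSM3 to MSM24. Centred on the median of genes with at least 1 FPKM in both libraries, they were 41.8% higher and 43.2% lower from NB to MSM3, 42.2% higher and 42.4% lower from NB to MSM24, 44.4% higher and 41.3% lower from MSM3 to MSM24. From NB to MSM3 both scalings turned the larger share from higher to lower, and from MSM3 to MSM24 both turned it from lower to higher. From NB to MSM24 only centring did so. With only genes of at least 1 FPKM in 1 of the 2 libraries, the shares were 64.6% higher and 35.4% lower from NB to MSM3, 73.8% higher and 26.2% lower from NB to MSM24, 47.7% higher and 52.3% lower from MSM3 to MSM24. Over genes of at least 300 bp they were 57.7% higher and 32.3% lower from NB to MSM3, 63% higher and 26.7% lower from NB to MSM24, 43.1% higher and 47.5% lower from MSM3 to MSM24. Over genes above 0 in at least 1 library they were 62.2% higher and 35.8% lower from NB to MSM3, 68.4% higher and 29.1% lower from NB to MSM24, 48.1% higher and 50.8% lower from MSM3 to MSM24. Over chromosomal genes they were 59.9% higher and 34.3% lower from NB to MSM3, 65.9% higher and 27.8% lower from NB to MSM24, 46.1% higher and 48.8% lower from MSM3 to MSM24. The sets above 0 and at 1 FPKM leave out genes at or near 0 by construction.

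The number of genes at a log2 fold change of at least 2 and of at most -2 became 1031 and 1787 from NB to MSM3 with equal gene totals, and 1101 and 1603 when centred. From NB to MSM24 these were 807 and 1060, and 679 and 1104. A pseudocount of 1 gave 805 and 406 from NB to MSM3, 361 and 229 from NB to MSM24, and 267 and 153 from MSM3 to MSM24. A pseudocount of 0.1 gave 974 and 460 from NB to MSM24 and 411 lower from MSM3 to MSM24. The minimum of 1 FPKM gave 949 and 419 from NB to MSM24, and 557 and 347 from MSM3 to MSM24. A threshold of 1 on the log2 scale gave 3569 and 1707, 3397 and 1226, and 1896 and 1819 for the 3 pairs in that order.

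Genes passing in all 3 libraries numbered 3243 at a minimum of 1 FPKM. Genes passing in none were 3626 at that minimum, 1928 where the lower bound had to exceed 0, and 668 among genes of at least 300 bp. For the share of mapped reads in genes, FPKM times the length less 49 bp gave 3.96% in NB, 8.52% in MSM3 and 6.69% in MSM24. The recovered reads gave 2.66%, 5.64% and 4.55%, and the sums of FPKM times length overstate this share.

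With equal gene totals, and centred, the median log2 fold change of the genes that the text calls ATP enzymes was 2.62 and 2.85 to MSM3 and 1.05 and 0.99 to MSM24. That of the SNARE-like proteins was 1.01 and 1.25 to MSM3 and 1.10 and 1.03 to MSM24. The dynamin-like proteins had -0.62 and -0.50 to MSM3 and 0.29 and 0.22 to MSM24, where a pseudocount of 0.1 gave 0.61, and the blotted LD proteins 0.20 and 0.13 to MSM24.

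Some genes whose deposited intervals were apart changed sign. From NB to MSM24, the log2 fold changes with equal gene totals were -0.32 for LPD00267, -0.26 for LPD00624, -0.20 for LPD00798, -0.40 for LPD01403, -0.41 for LPD01475, -0.15 for LPD04146, -0.32 for LPD05698 and -0.15 for LPD06283. Centred, they were -0.39, -0.33, -0.27, -0.47, -0.47, -0.22, -0.39 and -0.22 in that order, and -0.064 for LPD00055. From NB to MSM3, equal gene totals gave -0.089 for LPD00891, -0.28 for LPD02496 and -0.26 for LPD03377, and centring gave -0.047 and -0.023 for the last 2. Intervals at equal gene totals held 0 for LPD00624 and LPD06283 to MSM24, and for LPD00891 and LPD02496 to MSM3. For these genes no decrease was detectable. A pseudocount of 0.1 or 1 reversed 0 of the 110 genes given, which was fixed in advance. A pseudocount cannot change the sign of a log2 fold change. It moved 47 of the 110 genes from NB to MSM3 beyond counting error at 1, and 0 at 0.1. Of all 110 genes, equal gene totals in that pair moved 100 and reversed 3, where only genes with intervals apart could count as reversed. Of genes with overlapping intervals, 1 also changed sign from NB to MSM3 under that scaling, LPD05741 to -0.99, and 7 from NB to MSM24. Intervals moved by the shift of gene totals held 0 for 7 of the 105 genes with intervals apart between NB and MSM3, and 9 of 96 between NB and MSM24. From MSM3 to MSM24, of the 7 genes whose change between these libraries is given, LPD02749 alone changed sign, to 0.15 with equal gene totals.

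Depth limits the rarest genes. Of the genes with an absolute log2 fold change of at least 2, 806 from NB to MSM3, 860 from NB to MSM24 and 731 from MSM3 to MSM24 had under 20 reads.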

Differences from the paper's values

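The paper's fold changes are log2 values by its formula, and its values are set beside log2 fold changes here. Of the 17 log2 fold changes from NB to MSM3 that the text prints for single genes, 12 had the same sign here and 5 the opposite one. LPD03039 had -0.72 where the paper's value is 0.2, LPD00420 had -0.59 where the paper's is 0.44, LPD05381 had -2.13 where the paper's is 1.84, LPD05391 had -1.42 where the paper's is 1.58, and LPD05053 had -1.13 where the paper's is 0.31. None of the alternatives set before the data were examined (pseudocounts of 0.1 and 1, equal gene totals and centring) closed the gap for any of them. None could have done so. A pseudocount cannot change a sign, and both scalings lowered these log2 fold changes further, so this outcome does not bear on the cause.

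For LPD02118 the log2 fold change was 2.12 and for LPD02119 2.24, and the paper's value is 1.5. Centring on the median gave 1.25 and 1.37, within counting error of the paper's value. Pseudocounts of 0.1 and 1 and equal gene totals did not close the gap.

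Genes with a log2 fold change of at most -2 numbered 697 from NB to MSM24, where the paper's count is about 460 in Fig. 2B, read by eye. A pseudocount of 0.1 gave 460, the minimum of 1 FPKM 419, genes of at least 300 bp 625 and intervals apart 490, each within 1.5 times the paper's. From MSM3 to MSM24 there were 729, where the paper's count is about 390 in Fig. 2B, read by eye. A pseudocount of 0.1 gave 411, the minimum of 1 FPKM 347 and intervals apart 508, each within 1.5 times. For both counts a pseudocount of 1, equal gene totals, centring and a threshold of 1 stayed outside, as did genes of at least 300 bp for the second.

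Some directions and thresholds also differed. The paper places 6 TAG synthase genes beyond its threshold of lower expression in MSM3. Of these 5 reached a log2 fold change of -2, and LPD04096 had -1.85, or -2.96 with equal gene totals. As deposited, the counting interval of LPD04096 held -2. The paper places the esterase gene LPD00874 beyond its threshold of higher expression. LPD00874 had 1.95, with a counting interval of 1.69 to 2.23 that held 2, while LPD03041 had 2.72. The paper gives LPD05741 as higher in MSM3. Its log2 fold change was 0.12 with an interval of -0.26 to 0.50, or -0.99 at equal gene totals and -0.75 centred. After 2 esterase genes that it gives as increased in MSM3 and then decreased in MSM24, the paper notes a similar tendency for LPD00891, LPD03041 and LPD01667. From MSM3 to MSM24 LPD03041 had -0.54, and LPD00891 and LPD01667 had 0.02 and 0.38, with intervals of -0.30 to 0.33 and 0.0046 to 0.76. The paper counts LPD05955 among its qPCR genes of similar trend, and in the deposited values it was listed at 0 in every library. Its row of Table S2 was not held, so the paper's own FPKM for it are not known here.

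The paper gives COG category J as higher and K, G and C as lower in MSM3. In the first 1831 of 8947 rows of Table S2, the only ones held, log2 fold changes of at least 2 and of at most -2 were found for 11 and 3 genes of J, 51 and 7 of K, 34 and 3 of G, and 23 and 14 of C. With equal gene totals, a setting applied to these categories after seeing the values, they were 7 and 6, 16 and 17, 20 and 14, and 11 and 25, and over all 1831 genes 231 and 321, against 479 and 149 as deposited. The paper's enrichment over all genes was not analysed here.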

Other observations

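Equal gene totals were set as an alternative before the data were examined. Their use to weigh an explanation, and the other tests of explanations below, were chosen after the result was seen, except the test on the most abundant genes. For that test, how its value was read against its spread was settled after the value was seen.

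The LD proteins that the paper blotted had the following FPKM in NB, MSM3 and MSM24. LPD02850 had 4.78, 16.0 and 8.53, LPD05350 11.3, 30.0 and 31.3, LPD02840 47.8, 126 and 88.1 and LPD03377 23.5, 42.3 and 60.9. LPD02496 had 5.29, 9.38 and 22.8, LPD08045, which overlaps LPD08046, 12.5, 27.8 and 14.4, LPD04067 6.82, 0.762 and 7.96, LPD01403 4.19, 2.56 and 5.35 and LPD02062 30.8, 28.1 and 62.1. LPD02043 was listed at 0 in NB and MSM3. The median log2 fold change of the 10 blotted proteins was 0.84 (percentile 44.7) to MSM3 and 0.95 (percentile 51.8) to MSM24. The lipases and esterases named in the text had 0.14 (percentile 12.3) and 0.42 (percentile 16.4) to MSM24, and the TAG synthases 0.09 (percentile 9.0). Percentiles are among matched random lists. At equal gene totals the medians to MSM24 were -0.61 for the lipases, -0.32 for the esterases and -0.66 for the TAG synthases, and that of the blotted proteins to MSM3 was -0.13, so the direction of these medians depends on the scaling.

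From NB to MSM3, higher genes exceeded lower ones by 22.9 percentage points. A smaller share of the NB reads in genes cannot be told apart from other causes of a broad shift: with equal gene totals the difference was -7.95 points, but that scaling removes a broad shift of any cause. Whether abundant genes set those totals is not decided either. Without the 100 highest genes of each library the difference was -1.62 points, with a 95% spread of 1.91. That spread treats genes as independent and leaves out error in the totals of single libraries, so it cannot settle the question. A poorer rRNA depletion in NB and a smaller amount of mRNA in cells grown for 48 h, a biological difference, both stay open and were not tested.

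Of the 5 lipase and esterase genes whose sign differs from the text, 0 had the text's value inside the counting interval and 0 overlapped another listed gene, which argues against counting error and shared loci. Reads of the opposite strand, counted in Table S2 and not in the deposited values, are a candidate explanation. It presumes that the text's values come from that table, which was not established here. In the held part of Table S2, the deposited FPKM over that of the table was lower where a downstream neighbour on the opposite strand was higher, with a weakest Spearman correlation across genes of -0.26, against 0.092 to 0.16 for neighbours on the same strand. Genes are not independent replicates. Of the 5 genes 4 have a downstream neighbour on the opposite strand, against 35.3% of all genes with a downstream neighbour. Each of those 4 neighbours was higher in MSM3, as were 53.9% of all genes. LPD05391 has no such neighbour, so it stays unexplained, and no biological explanation was tested.

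Of 955 plasmid genes, 858 were listed at 0 in all 3 libraries. Gene models as long as a plasmid, which could take the reads of the genes inside them, were argued against by the 7 plasmids without one, where 85.6% of genes were at 0. Short length at this depth was argued against by chromosomal genes matched on length, of which 10.2% were at 0 (7.43% to 13.1% over 1000 draws). Loss of plasmids from the cultures, reads that map to several places and low expression stay open and were not tested.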
